# Microarray Analysis of microRNA Expression during Axolotl Limb Regeneration

**DOI:** 10.1371/journal.pone.0041804

**Published:** 2012-09-13

**Authors:** Edna C. Holman, Leah J. Campbell, John Hines, Craig M. Crews

## Abstract

Among vertebrates, salamanders stand out for their remarkable capacity to quickly regrow a myriad of tissues and organs after injury or amputation. The limb regeneration process in axolotls (*Ambystoma mexicanum*) has been well studied for decades at the cell-tissue level. While several developmental genes are known to be reactivated during this epimorphic process, less is known about the role of microRNAs in urodele amphibian limb regeneration. Given the compelling evidence that many microRNAs tightly regulate cell fate and morphogenetic processes through development and adulthood by modulating the expression (or re-expression) of developmental genes, we investigated the possibility that microRNA levels change during limb regeneration. Using two different microarray platforms to compare the axolotl microRNA expression between mid-bud limb regenerating blastemas and non-regenerating stump tissues, we found that *miR-21* was overexpressed in mid-bud blastemas compared to stump tissue. Mature *A. mexicanum (“Amex”) miR-21* was detected in axolotl RNA by Northern blot and differential expression of *Amex-miR-21* in blastema versus stump was confirmed by quantitative RT-PCR. We identified the *Amex Jagged1* as a putative target gene for *miR-21* during salamander limb regeneration. We cloned the full length 3′UTR of *Amex-Jag1*, and our *in vitro* assays demonstrated that its single *miR-21* target recognition site is functional and essential for the response of the *Jagged1* gene to *miR-21* levels. Our findings pave the road for advanced *in vivo* functional assays aimed to clarify how microRNAs such as *miR-21*, often linked to pathogenic cell growth, might be modulating the redeployment of developmental genes such as *Jagged1* during regenerative processes.

## Introduction

Although most metazoans are able to repair injured tissues at least to some extent; the capacity to regenerate whole body parts after injury or amputation is limited to a handful of organisms [1]. Uniquely among vertebrates, salamanders (newts and axolotls) can regrow a wide variety of lost or damaged body parts including limbs [2], jaws [3], tail [4], parts of the eye [5]–[7], inner ear hair cells [8], intestines [9] and even large pieces of the heart [10]. In each case, they achieve this by initially dedifferentiating cells in the remaining tissue [11]. One of the most complex types of regeneration is seen in limb regeneration, in which the wound rapidly closes via migration of neighboring epithelial cells and underlying mesenchymal cells change their morphology and proliferate to form a cell mass known as the blastema [12], [13]. Blastemal cells retain a memory of their pre-injury cell and positional identity, which ultimately determines their cell fate and localization in the regrown limb [14].

Over the last century, salamander limb regeneration has been well studied at a gross anatomical level. Although basic similarities to limb development suggest that many genes expressed in developing limbs will be re-expressed during regeneration, little is known about the molecular basis of the regenerative process [15]. Thus, genes whose actions have been demonstrated to be required (although not necessarily sufficient) for the success of the limb regenerative response following blastema induction comprise mostly classic players in limb/appendage development. These include several members of the FGF protein family (i.e., FGF*-1*, *-2*, *-8*, *-10* and *-20*) [2], [16], members of the Wnt signaling pathway [17], [18], *Shh* [19], [20], TGF-beta [21], and several transcription factors such as *Hox* genes including *HoxA* [22], *HoxD* [23], *Msx-1* [24] and *dlx3* [25], among others.

Recognized as important fine regulators of gene expression, microRNAs (miRNAs) are small endogenous noncoding RNA molecules (∼19–25 nt) that bind complementary sequences in the 3′ untranslated region (UTR) of target mRNAs, thus downregulating them at the posttranscriptional or translational levels [26], [27]. Among the diverse roles assigned to miRNAs are the regulation of cellular differentiation [28], proliferation [29] and apoptosis [30]. Not surprisingly, their deregulation has been documented in several diseases including cancer [31], [32]. miRNAs are present across the eukaryotic phylogeny and their striking sequence conservation among taxa has promoted the use of interspecific high-throughput platforms such as miRNA-microarrays. Consequently, it is now feasible to detect and study the involvement of miRNAs in a variety of biological processes and across model organisms, even those without a sequenced genome, such as the axolotl.

Attempts to clone salamander microRNAs have been limited [33], [34] due, in part, to the challenge of assembling generated small sequence reads using the limited and fragmented publicly available newt and axolotl genomic sequences. Nevertheless, alignment comparisons between the set of cloned salamander miRNAs against vertebrate mature miRNAs indicates that in general they share between 90% to 100% sequence identities [33], [34]. This high sequence conservation has allowed the use of interspecific miRNA-microarrays to identify miRNAs involved in some aspects of salamander regeneration such as inner ear hair cell regeneration [35] and lens regeneration in newts [35], [36], as well as axolotl tail regeneration [34].

Herein, we have also taken advantage of the impressive miRNA sequence conservation among taxa and used two different interspecific miRNA-microarray platforms (LC Sciences and Exiqon Life Sciences) to identify differentially expressed miRNAs during limb regeneration in the axolotl (*Ambystoma mexicanum*). Microarray analyses revealed a set of miRNAs that consistently displayed high statistical support and large fold-changes of differential expression between mid-bud regenerating blastemas and mature non-regenerating stump tissue. From this list, *miR-21* was validated by Northern blot and real-time RT-PCR and emerged as a strong candidate for further analyses due to its high and consistent upregulation in regenerating blastemas. We also show by *in vitro* luciferase assays that *A. mexicanum* (“*Amex*”) *Jag1* is directly targeted by *miR-21*. Our findings provide important new insights into the molecular basis of salamander limb regeneration, and implicate *miR-21* in particular as an important component of the genetic machinery in charge of regulating cell lineage determination and proliferation during the limb regeneration process.

## Results and Discussion

In order to identify differentially expressed microRNAs between medium bud regeneration blastemas and non-regenerating limb stumps, we undertook a systematic profiling using two different commercially available microarray platforms: LC Sciences and Exiqon Life Sciences. Both companies received aliquots of the same RNA samples extracted from axolotl tissues (three biological replicates), to be processed according to their own protocols for microarray hybridization, scanning and analysis.

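Stump tissue was cut from the hindlimbs of 3 white axolotls at amputation and held skin, bone, muscle and nerve. The mid-bud blastema that had grown on the same animals was collected 17 days later, so that animals 368, 369 and 378 each gave 1 sample of each group. Exiqon hybridized each of the 6 RNA samples to its own array, with the sample labelled in Hy3 and a common reference pool in Hy5. The 2021 named probes of this array, each printed as 4 spots, are complementary to miRNAs of vertebrates, invertebrates, plants and viruses. LC Sciences hybridized the blastema and the stump of an animal together on 1 of 3 arrays, with the blastema in Cy3 for animal 368 and in Cy5 for animals 369 and 378. The median Hy3 signal of a probe was 118 to 127 on the Exiqon arrays over a local background of 65 to 70, the negative control probes read 111 to 118, and 952 to 1088 probes per array were brighter than every negative control. In the LC Sciences samples 489 to 576 of 1974 probes reached a signal of 32. The number of arrays, 3 per group, limits the precision of all values, and with 3 samples against 3 an exact permutation test gives no p below 0.1. The log ratios of Exiqon were made again here from the scanner signals with the authors' steps (normexp with an offset of 10, then loess within each array). The signals of LC Sciences were used as the company had normalized them, and those under 32 were set to 32. The text of the methods names background subtraction and Lowess for both companies, while the headers for the LC Sciences arrays of animals 369 and 378 name a global normalization. Differences are blastema minus stump on the log2 scale, tested with limma over the 2010 Exiqon probes and 500 LC Sciences probes that passed a filter on dim probes, and a probe was called at an adjusted p under 0.05. Groups of miRNAs were 24 lists written after the values in File S1 had been seen. File S1 holds normalized data, fold changes and tests from the same arrays. The tests of the lists are therefore not independent of the values seen when the lists were written. The loess could change the size of the Exiqon values, since 4 spike-in control probes near the human miR-21 probe in brightness lay 1.03 to 1.48 higher in blastema (log2) after loess and 0.0059 to 0.31 higher after median centring.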

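On the LC Sciences arrays miRNAs of muscle were among the largest differences between 17 dpa blastema and stump. miR-1b, of the miR-1 family made in skeletal and heart muscle, was at least 34.9-fold lower in blastema (n = 3 animals, adjusted p = 7.07e-05 from limma), a lower bound as the blastema signal was at the floor in 2 of the animals. miR-499-5p, which is made from a myosin gene, was 34.6-fold lower (log2 difference -5.11, standard error 0.41, adjusted p = 0.000267). In the other direction, miR-31 (frog probe) was 13.7-fold higher (3.78, standard error 0.35, adjusted p = 0.000346), and miR-762, miR-720 (a tRNA fragment) and miR-1607 were 11.2-fold, 10.2-fold and 9.47-fold higher. Of 10 muscle miRNAs, 7 fell, none rose and 3 did not pass (8 lower when adjusted over the list alone), and the list was lower as a whole by camera (adjusted p = 0.00127, and adjusted p = 0.427 with an estimated correlation). Of 18 names of the miR-17-92 cluster and its paralogues, known to promote proliferation, 12 rose, such as miR-17 (3.67-fold) and miR-20b (3.37-fold), and none fell (12 when adjusted over the list alone, camera adjusted p = 0.0159). The 18 names hold miR-17, miR-17-5p and miR-17a as separate members. Of 5 names of the miR-193 and miR-365 list, 4 rose, such as miR-193 (7.99-fold) and miR-193b (7.74-fold), also when adjusted over the list alone (camera adjusted p = 0.0210). Of 6 listed fragments of tRNA and other RNAs, 5 rose, such as miR-1280 (7.56-fold), also when adjusted over the list alone (camera adjusted p = 0.0210). All 3 miR-10 miRNAs, which lie in Hox clusters, fell, such as miR-10d (at least 4.89-fold lower, with 1 blastema sample at the floor), also when adjusted over the list alone (camera adjusted p = 0.0301). None of these lists passes with an estimated correlation, where the lowest adjusted p = 0.427. Of 11 epithelial names, 3 rose, miR-205 (3.59-fold), miR-205a (3.62-fold) and miR-205b (6.32-fold), and none fell (3 when adjusted over the list alone), and the list was not called by camera (adjusted p = 0.215). The mean over the probes of miR-205b was 2.08 on the log2 scale, less than the 6.32-fold of the single probe. All 3 miR-181 names rose, also when adjusted over the list alone, without a call of the list (camera adjusted p = 0.0688). A single probe of miR-181c was 5.06-fold higher (2.34 on the log2 scale), against 1.82 for the mean of its probes. Of 4 blood cell miRNAs, miR-451 of red blood cells (4.26-fold), miR-223 of myeloid cells (3.92-fold) and miR-155 of activated immune cells (2.40-fold) rose, and miR-150 of lymphocytes was 1.77-fold lower (adjusted p = 0.0341, and 0.0629 with the animal as a block). Adjusted over the list alone the same counts, 3 higher and 1 lower, were reached (camera adjusted p = 0.457). In all, 129 probes were higher and 112 lower of the 500 tested, for 54 and 41 of 168 miRNA names, and 194 probes were at an unadjusted p of 0.01 or less. Without animal 369 the called probes numbered 96, and without the filter on dim probes 79 of 1974. In the same normalized signals the spike-in control probes were 7.50-fold higher in blastema, and the difference rose by 0.62 (log2, standard error 0.069) for each 10 points of GC content of the probe.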

According to LC Sciences, 72 microRNAs were significantly (*p*≤0.01) differentially expressed between 17 days-post-amputation (dpa) regenerating limb blastemas and non-regenerating stump tissue collected from paired samples. According to Exiqon, 47 probes (many of them representing homologous miRs from multiple animal species) were significantly (*p*≤0.001) differentially expressed between the same assessed samples. 

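On the Exiqon arrays miRNAs of muscle and connective tissue and the endothelial miR-126 were lower in blastema, and miR-31 was higher.
Of 14 connective tissue and cartilage miRNAs, 11 fell and none rose (13 lower when adjusted over the list alone). miR-455, expressed in cartilage, was 3.06-fold lower (log2 difference -1.61, standard error 0.19, n = 3 animals, adjusted p = 0.000358 from limma), and miR-455-3p, not above the negative controls in blastema, was at least 3.39-fold lower. Of 11 muscle miRNAs, 9 fell and none rose (9 when adjusted over the list alone), and all 3 names of miR-126 fell, miR-126-3p by 2.21-fold (also 3 when adjusted over the list alone). Of 9 names of the miR-99/100 and miR-125 families 8 fell (9 when adjusted over the list alone), such as miR-100 (1.96-fold lower by a single probe). Of 7 in the miR-130 and miR-301 family 6 fell (6 when adjusted over the list alone). All 5 of the miR-30 family fell (also 5 when adjusted over the list alone), such as miR-30e (2.18-fold lower by a single probe). By camera the adjusted p was 3.02e-09 for connective tissue, 7.96e-08 for muscle, 0.000897 for the names of miR-126, 1.99e-06 for miR-99/100 and miR-125, 7.77e-06 for miR-130 and miR-301 and 1.11e-05 for miR-30. None of the lists passes with an estimated correlation (lowest adjusted p = 0.185 with an estimated correlation).
Of 10 epithelial miRNAs, 5 fell, such as miR-203 of the epidermis (1.39-fold lower), and none rose (7 lower when adjusted over the list alone, camera adjusted p = 0.000227, and adjusted p = 0.303 with an estimated correlation), and 1 fell on the Hy3 signals alone, while all 10 fell under median centring and under the loess fitted to the spike-in controls, which was chosen after seeing the data. All 4 names of miR-31 and its homologues rose (also 4 when adjusted over the list alone, camera adjusted p = 5.30e-06, and adjusted p = 0.185 with an estimated correlation), the frog probe by 4.96-fold (2.31, standard error 0.15, adjusted p = 1.68e-05), and 3 of the 4 rose under median centring (median 0.82, against 1.36) and under the loess on spike-in controls (median 0.89). miR-223, of myeloid cells, was 2.91-fold higher (1.54, standard error 0.22, adjusted p = 0.00089), with an adjusted p = 0.0874 under median centring in place of loess. Of 4 miR-181 names, miR-181b (1.47-fold) and miR-181c (1.64-fold) rose (2 when adjusted over the list alone, camera adjusted p = 0.0377, and adjusted p = 0.226 with an estimated correlation), and neither these calls nor that of the list held under median centring (camera adjusted p = 0.241). The single probe of miR-181c was at 0.72 on the log2 scale, while the highest mean of a name in this list was 0.53.
Of 2010 probes tested, 189 were higher and 224 lower, for 154 and 162 of 1597 miRNA names, and 245 probes were at an unadjusted p of 0.001 or less. Median centring gave 57 higher and 264 lower, a loess fitted to the spike-in controls, chosen after seeing the data, 26 higher and 272 lower, and the 978 probes brighter than the negative controls gave 227 higher and 230 lower. Without animal 369 the called probes numbered 264, and without animal 378, 217.

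**Figure D1:**
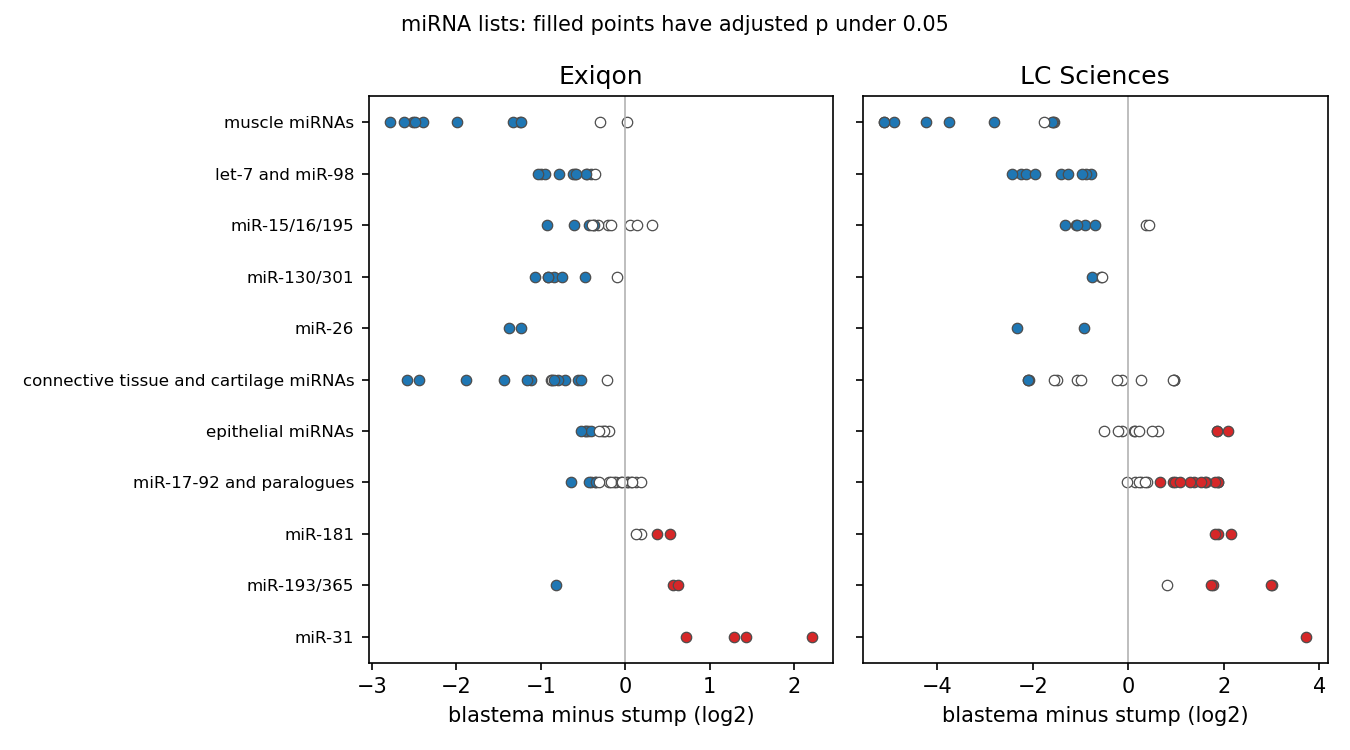
Log2 difference of blastema minus stump (x axis) for each miRNA name of 11 lists (y axis) on Exiqon (left) and LC Sciences (right), where each point is 1 name as the mean of its probes, red points are higher and blue points lower at an adjusted p under 0.05, and white points did not pass. The called members of the muscle list lie below 0 and miR-31 lies above 0 on both platforms, while the called members of the miR-17-92 list lie below 0 on Exiqon and above 0 on LC Sciences; the median of the miR-193 and miR-365 list on Exiqon, 0.56, turns to -0.24 under median centring and -0.48 under a loess on the spike-in controls.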

Multiarray normalized data obtained from both companies can be found as File S1. All microarray data are compliant with Minimum Information About a Microarray Experiment (**MIAME**). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [37] and are accessible through GEO Series accession number GSE29727 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE29727).

Visually, clustering analyses of the microarray results from each company look very similar (**Figure 1**). However, among the most reliable differentially expressed miRNAs (in terms of statistics and fold changes, *p*≤0.01 for LC Sciences, and *p*≤0.001 for Exiqon), only four microRNAs were found to be in common between these two different microarray platforms. Three of these microRNAs (*miR-195*, *miR-499* and *let-7g*) were consistently found to be downregulated in regenerating blastemas. That is, these three miRNAs were found overexpressed in stump tissue as compared with 17 dpa blastemas. Conversely, *miR-21* had an opposite behavior during this regeneration stage and was overexpressed in 17 dpa blastema as compared to stump tissue. It has been suggested that genes (or miRNAs) downregulated during regeneration are likely involved in preserving the terminally differentiated tissue state and will be normally tightly regulated to get a healthy balance between cell growth and abnormal cell proliferation [38]. Accordingly, the upregulation of *let-7g* in mature, non-regenerating axolotl stump tissue correlates with its reported high expression in somatic differentiated cell types [39]. 

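Over all probes kept, with none chosen by the test, the 3 blastema and 3 stump samples fell into separate groups on both platforms. On the 2004 Exiqon probes measured on all arrays, the log ratios, centred for each probe, had a mean correlation of 0.53 among the blastemas, 0.54 among the stumps and -0.69 between a blastema and a stump. On the 500 LC Sciences probes the mean correlation was 0.56 among the blastemas, 0.79 among the stumps and -0.77 between the groups. Centring of each probe over 2 groups makes the values between groups negative. The first principal component separated the groups and held 69.6% of the variance on Exiqon and 78.2% on LC Sciences. These correlations are across probes, which are not independent replicates.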

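Of 153 miRNA names tested on both platforms, 13 were higher on both, among them miR-21, miR-31 and miR-663, and 35 were lower on both, among them the muscle miRNAs miR-1, miR-206 and miR-133c, the endothelial miR-126, miR-26a, miR-130b and miR-455. Both counts exceed those of independent lists, 4.60 names higher (one-sided Fisher's exact test, p = 6.06e-06) and 24.4 lower (p = 4.42e-05). Names that read the same probe, such as miR-26 and miR-26a on Exiqon, were counted separately, so that these exact tests treat dependent names as independent. The 13 names higher on both also hold miR-705, miR-762 and miR-739, the last from the list of fragments of other RNAs. Whether the axolotl has a miRNA of each name was not tested, and on LC Sciences the difference rose with the GC content of the probe (0.62 per 10 points). A further 9 names were called in opposite directions. These were miR-15b, miR-19b, miR-19d, miR-93, miR-93a, miR-193, miR-193a-3p, miR-210 and miR-22a, each lower on Exiqon and higher on LC Sciences. In the same LC Sciences signals the spike-in probes were higher in blastema by 2.91 on the log2 scale. Of the 9 names only miR-193 (3.00) was above that, so a shift of scale between the platforms cannot be told apart from opposite changes of these names. Over both directions 57 names were called on both platforms, where independent lists of 107 and 85 names would share 59.4 (exact test, p = 0.852). At the study's thresholds with the methods' t-test, 21 names on Exiqon and 56 on LC Sciences passed, and 9 passed on both, each in the same direction on both platforms, against 7.69 for independent lists (Fisher's exact test, p = 0.341). These were let-7g, miR-126, miR-130b, miR-133c, miR-195 and miR-499 (lower) and miR-21, miR-31 and miR-663 (higher). Of the names called by limma, 29 were shared without animal 369 and 34 without animal 378, and with median centring of the Exiqon log ratios, an alternative added for this count after seeing the data, 22 of 63 shared names were called in opposite directions and 3 were higher on both. With a loess fitted to the spike-in controls, also added after seeing the data, 2 were higher on both.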

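miR-499, a muscle miRNA made from a myosin gene, was lower in blastema by more than let-7g and miR-195 on both platforms. On Exiqon the chicken probe of miR-499 was 3.97-fold lower (log2 difference -1.99, standard error 0.17, n = 3 animals, adjusted p = 0.000105 from limma) and the human probe 5.62-fold lower (-2.49, standard error 0.27, adjusted p = 0.000217). On LC Sciences the zebrafish probe of miR-499 was 30.2-fold lower (-4.92, standard error 0.29, adjusted p = 0.00013) and the frog probe at least 29.4-fold lower, with 1 blastema sample at the floor. let-7g was 1.85-fold lower with the fish probe on Exiqon (-0.88, standard error 0.12, adjusted p = 0.000751) and 1.61-fold lower with the human probe (-0.69). Its 4 LC Sciences probes were between 2.72-fold (human) and 5.38-fold lower (opossum, -2.43, standard error 0.22, adjusted p = 0.000342). miR-195, of the miR-15/16 family that restrains the cell cycle, was 1.90-fold lower on Exiqon (-0.93, standard error 0.11, adjusted p = 0.000358). On LC Sciences its cattle probe fell by 1.01 on the log2 scale (standard error 0.20, adjusted p = 0.00551, and 0.0590 without animal 369), while its pair of human probes gave -0.55 (adjusted p = 0.0616) and -0.52 (adjusted p = 0.0836). Of the miR-15, miR-16 and miR-195 family, 5 of 12 names fell on Exiqon and none rose (7 lower when adjusted over the list alone, camera adjusted p = 0.0058, and adjusted p = 0.373 with an estimated correlation). On LC Sciences 5 of 7 names fell, also when adjusted over the list alone, and the list was not called (camera adjusted p = 0.137).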

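miR-21, which represses inhibitors of proliferation and of cell survival, was higher in blastema than in stump in all 3 animals with every probe. On Exiqon the probe shared by mammals and chicken was 7.86-fold higher (log2 difference 2.97, standard error 0.15, n = 3 animals, adjusted p = 9.22e-06 from limma), with 5.71-fold to 9.55-fold in single animals. The probe of 3 fishes was 5.28-fold higher (2.40, standard error 0.15, adjusted p = 1.68e-05). On LC Sciences the human probe was 12.1-fold higher (3.60, standard error 0.30, adjusted p = 0.000277) and the zebrafish probe 29.1-fold higher (4.86, standard error 0.63, adjusted p = 0.00119). Relative to the spike-in probes in the same normalized signals, these probes were 1.61-fold and 3.88-fold higher. In the spot values of animal 368 before normalization, they were 3.54-fold and 29.3-fold higher relative to the spike-in probes. This is 1 array, with the blastema in Cy3 and a background of 324.7 in the blastema channel and 45.4 in the stump channel. A dye effect on a probe cannot be told apart from a difference of the samples there. For each Exiqon probe every blastema was above every stump (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). The fold of the human probe on Exiqon depended on the normalization within arrays, at 3.54-fold under median centring and 3.26-fold with a loess fitted to the spike-in controls, chosen after seeing the data.

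**Figure D2:**
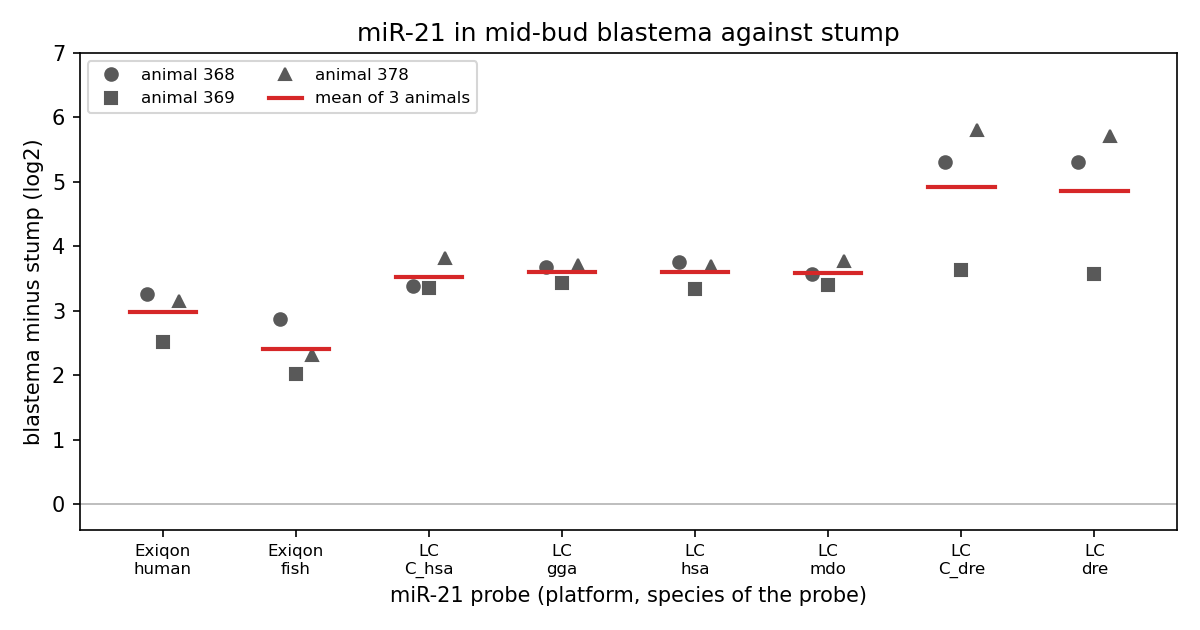
Log2 difference of blastema minus stump (y axis) for each miR-21 probe (x axis, the platform and the species of the probe as its code, hsa for human, gga for chicken, mdo for opossum and dre for zebrafish, with C_ as in the company's probe names), where points are single animals and red lines the means of 3 animals. All points lie above 0, and the zebrafish probes on LC Sciences have the widest spread, from 3.58 to 5.80.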

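The let-7 family, which is abundant in differentiated tissue, was lower in blastema as a group. Of 11 let-7 and miR-98 names on Exiqon, 10 fell and none rose (11 lower when adjusted over the list alone), with a median difference of -0.60 on the log2 scale. let-7f was 2.00-fold lower (log2 difference -1.001, standard error 0.13, n = 3 animals, adjusted p = 0.00053 from limma) and miR-98, a close relative, 2.05-fold lower (-1.04, standard error 0.12, adjusted p = 0.000344). The list was lower than the other miRNAs by camera (adjusted p = 7.96e-08), a call that did not hold with an estimated correlation (adjusted p = 0.185 with an estimated correlation). On LC Sciences all 9 names fell, also when adjusted over the list alone, with a median of -1.41 (camera adjusted p = 0.000264, and adjusted p = 0.427 with an estimated correlation). let-7e (human probe) was 9.89-fold lower and let-7d (opossum probe) 8.57-fold lower there by single probes. The means over the probes of each name were smaller in size, at -2.44 for let-7e and -2.25 for let-7d on the log2 scale. let-7a was between 1.55-fold and 1.81-fold lower over its 5 LC Sciences probes, of which the human probe did not pass (adjusted p = 0.0548).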

Experimental evidence suggests that *let-7* may, in fact, constitute an anti-stemness factor [40]. In agreement with this, down-regulation of *let-7* members have been previously reported in lens and inner ear hair cell regeneration in newts [35], which implicate them as putative regulators of cell differentiation and its reversal, a crucial phase in salamander regeneration.

**Figure 1:**
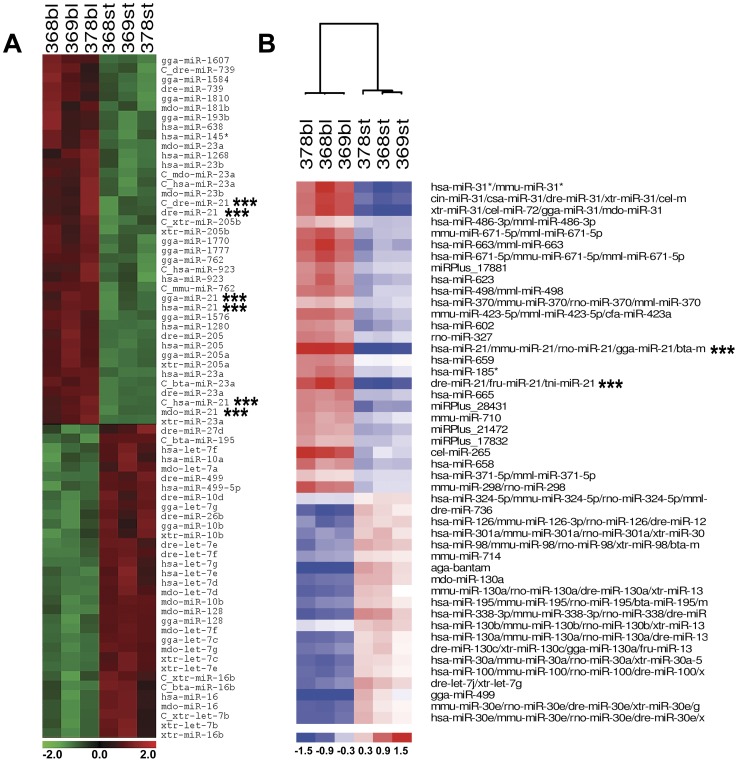
miRNA-microarray profiling of salamander limb regeneration. Clustering analysis performed on log2 (Cy3/Cy5) ratios, which passed the filtering criteria (*p*≤0.01 on **A** and *p*≤0.001 on **B**) using a two-tailed *t*-test between the two groups in the analysis (blastema vs. stump). Heat Map and supervised Hierarchical Clustering of results obtained using LC Sciences (**A**) and Exiqon's (**B**) platforms. Each row represents a miRNA and each column represents a sample. Sample clustering shows that the samples (blastema vs. stump) separate into the two discrete groups. The color scale shown at the bottom illustrates the relative expression level of a miRNA across all samples: red color represents an expression level above mean, green and blue color represents expression lower than the mean. Three consecutive asterisks indicate *miR-21* probes.

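Over the 153 miRNA names measured by LC Sciences and Exiqon alike, the differences between blastema and stump were correlated across names (Pearson's r = 0.73, Spearman's rho = 0.73, permutation p = 1e-05 for each, the smallest that 100000 permutations give). Names are not independent replicates, and the correlation within single animals was 0.62 to 0.77. The sign was shared by 101 names (66.0%). Differences were larger on LC Sciences, with a median size of 0.94 on the log2 scale against 0.47 on Exiqon. Called names of the miR-17-92 cluster and its paralogues lay on opposite sides, such as miR-19d at -0.64 on Exiqon and 1.60 on LC Sciences. Of 18 such names on Exiqon 4 fell and none rose (6 lower when adjusted over the list alone, camera adjusted p = 0.0523, and adjusted p = 0.543 with an estimated correlation), and the list was lower under median centring (7 names, camera adjusted p = 2.62e-05) and under the loess on spike-in controls (8 names, camera adjusted p = 5.38e-06). miR-22a was at -0.47 and 1.07, and miR-210, read by a mosquito probe on Exiqon and a frog probe on LC Sciences, at -0.63 and 1.67. The LC Sciences values of miR-19d, miR-22a and miR-210 lie below the 2.91 of the spike-in probes in the same signals. With a loess fitted to the spike-in controls on Exiqon, chosen after seeing the data, r was 0.65.

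**Figure D3:**
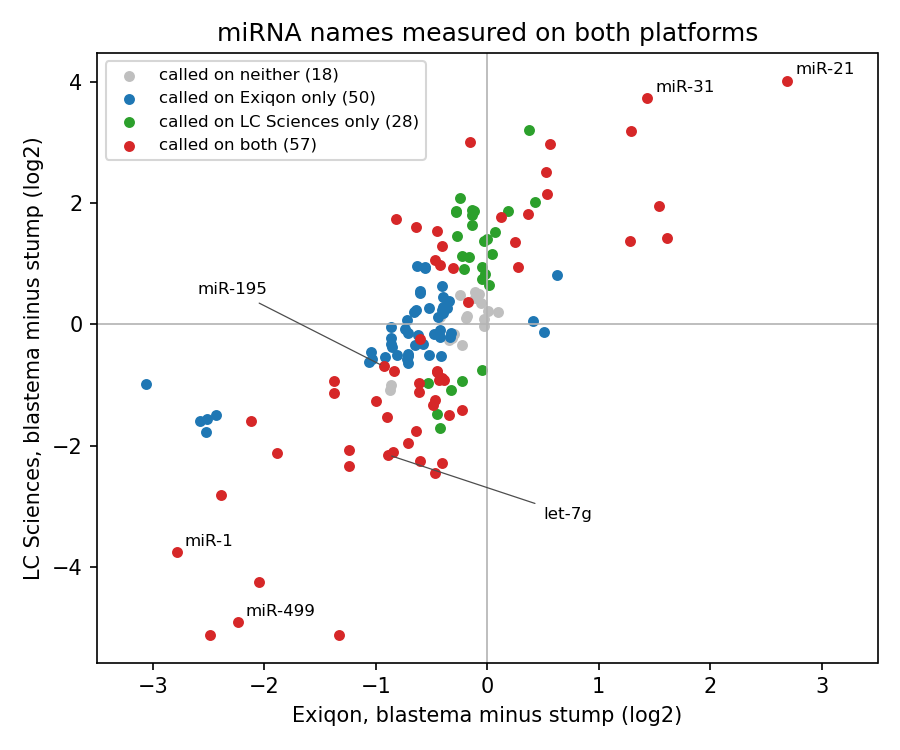
Log2 difference of blastema minus stump on Exiqon (x axis) and on LC Sciences (y axis), with 1 point for each of 153 miRNA names as the mean of its probes and colours for the platforms on which the name was called at an adjusted p under 0.05. Names called on both platforms (57) lie mostly in the lower left and upper right, and 9 of them lie on opposite sides of 0.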

The low inter-platform comparability between the microarray results obtained from LC Sciences and Exiqon is not surprising and similar results previously have been reported after systematically comparing microRNA-microarray results from five different companies/platforms [41]. Sources of known variation that could have contributed to the reduced inter-array comparability in our experiments are worth mentioning: the platform-specific probe design based on different releases of miRBase (version 12 for LC Sciences; version 9.2 for Exiqon), the unique labeling methods, different hybridization techniques, particular assumptions made to perform normalization procedures, and differential stringency of detection call.

We performed this microarray profiling of regenerating blastemas at 17 dpa because this is the period when all the animals in our study displayed a medium-bud blastema. At this stage, the blastema resembles a developing limb bud with a large amount of seemingly undifferentiated cells, the nerve dependency of the regenerate is ceasing and little (if any) patterning of new limb structures has begun [42]. Thus, medium bud limb blastema is an attractive stage to identify miRNAs that could be playing important roles in the progression of the regenerate towards proper patterning of the new limb. As noted in **Figure 1** **and** **2**, several probes complementary to mammal, bird and fish *miR-21* were found by both microarray platforms to be the most consistently over-expressed microRNA in mid-bud blastema. 

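Ranked by the increase in blastema among 2010 Exiqon probes, the miR-21 probe for mammals and chicken stood at 1 and the fish probe at 2. By the p-value of limma, ranked over probes higher and lower in blastema alike, they stood at 1 and 3. Among 500 LC Sciences probes, both zebrafish probes of miR-21 stood at 1 and 2 by increase, and the probes for human, chicken and opossum at 8 to 11. The probes ranked in between were those of miR-31 for frog, opossum, human, chicken and zebrafish, between 3.66 and 3.78 on the log2 scale. The zebrafish probes of miR-21 varied more between animals than the others, with standard errors of 0.60 and 0.63 against 0.27 to 0.35, and their ranks by p-value were 39 and 44 against 5 to 22.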

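Averaged over its 6 probes on LC Sciences, miR-21 was 17.8-fold higher in blastema (SD 8.11 between animals, n = 3, range 11.0 to 27.0). The 4 probes for mammals and chicken averaged 11.9-fold (10.4 to 13.4 in single animals) and the 2 zebrafish probes 29.7-fold (12.2 to 54.1). With no filter on dim probes the largest adjusted p of the 6 probes was 0.0621. On the array of animal 368, the only one whose spot values were used here, the human probe was 3.08-fold higher in blastema before the company's normalization and 3.54-fold higher relative to the spike-in probes, and the 2 zebrafish probes were 25.5-fold and 27.4-fold higher (29.3-fold and 31.4-fold relative to the spike-in probes). Relative to the same spike-in probes, the normalized signals of all 3 animals gave 1.61-fold for the human probe and 3.88-fold and 4.02-fold for the zebrafish probes. On Exiqon the average over both miR-21 probes was 6.57-fold (4.87 to 8.44 in single animals).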

According to LC Sciences, when compared to stump tissue, *miR-21* is on average 19 fold over-expressed in mid-bud blastemas (*p*≤0.01); and on average *miR-21* is 8 fold over-expressed (*p*≤0.0001) under the same conditions according to Exiqon's data. Thus, *miR-21* is a strong candidate to be playing an important functional role at this stage of limb regeneration.

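In animals 368, 369 and 378, the human miR-21 probe was higher in blastema by 3.76, 3.34 and 3.69 on the log2 scale on LC Sciences and by 3.26, 2.51 and 3.15 on Exiqon. From the over-expression of miR-21 in mid-bud blastema on both platforms, the paper concludes that it is a strong candidate for a functional role at this stage of limb regeneration.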

**Figure 2:**
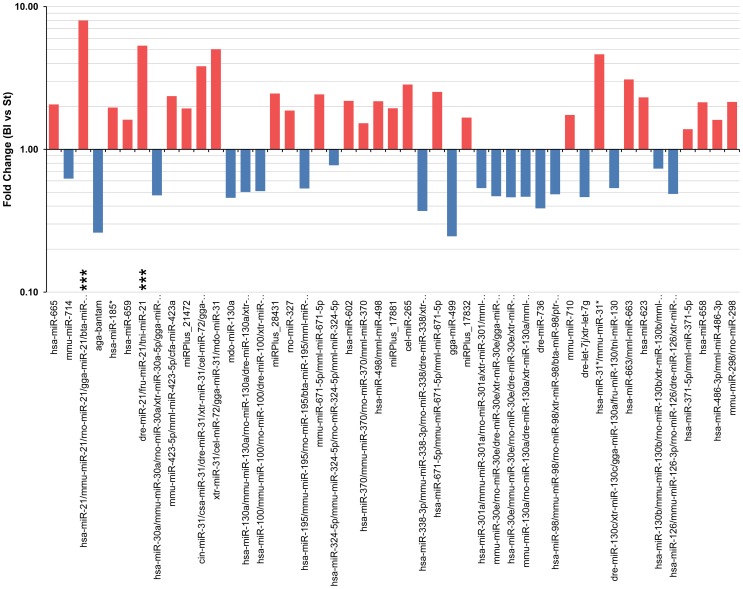
Fold changes of the most significant differentially-expressed miRNAs in salamander limb regeneration. Differentially expressed microRNAs that passed the filtering criteria on variation across samples (*p*≤0.001). Each bar indicates the fold change between blastema (Bl) and stump (St) samples. The y-axis is a log scale. A fold change >1 indicates up-regulation in Bl samples (red bars) and a fold change <1 indicates down-regulation in Bl samples (blue bars) compared to St samples. Three consecutive asterisks indicate miR-21 probes.

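Of the 10 miRNA names with the largest differences on Exiqon, miR-21 alone was higher in blastema, and the rest were lower. Most of these are miRNAs of muscle. The rat probe of miR-1 was 5.60-fold lower (log2 difference -2.49, standard error 0.32, n = 3 animals, adjusted p = 0.00053 from limma) and miR-1b 7.27-fold lower (-2.86, standard error 0.60, adjusted p = 0.00758). The frog probe of miR-133a was 5.35-fold, miR-133b 6.17-fold and miR-206, made in skeletal muscle, 5.25-fold lower. The largest difference of a probe was that of miRPlus_17653, a probe that also reads mouse miR-133a*, at 8.38-fold lower (-3.07, standard error 0.32, adjusted p = 0.000217). The others were miR-499-5p and both strands of miR-140, a miRNA of cartilage. miR-140-5p was 5.99-fold lower (-2.58, standard error 0.28, adjusted p = 0.000217) and miR-140* 5.42-fold lower (-2.44, standard error 0.31, adjusted p = 0.00044).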

Recently a few microRNAs and other small RNAs were isolated, cloned and sequenced from the eyes of adult newts, and *miR-21* was among them [33]. The cloned mature *miR-21* from newt has 100% sequence identity to the mature human *miR-21* [33]. When compared with time-zero samples, the newt *miR-21* was found to be upregulated 1.35-fold at one week of inner ear hair cell regeneration and downregulated 2-fold at 12 days after the initial insult [35]. Interestingly, both of these time-points still represent the time window when cell reprogramming towards transdifferentiation is taking place in this system [35]. However, the changing expression of *miR-21* in opposite directions during this time period might indicate that unrecognized molecular switches have been additionally activated during the reprogramming phase of newt inner ear hair cell regeneration.

To our knowledge, no axolotl *miR-21* (*Amex-miR-21*) sequence is publicly available. However, the reported sequence identity between the newt and human mature *miR-21* indicates that the axolotl mature *miR-21* sequence also may be identical to the human *miR-21 (H. sapiens*, or *hsa-miR-21)*. In fact, *Amex-miR-21* has been found by deep sequencing to be identical to mammal *miR-21* (Karen Echeverri, personal communication). Consequently, the reported upregulation of *miR-21* during inner ear hair cell regeneration [35] and our observation of its over-expression during the mid-bud blastema stage of limb regeneration suggest that *miR-21* is playing an unidentified, yet potentially pivotal, role in salamander regeneration processes characterized by high cell proliferation, low cell differentiation and cell reprogramming phases.

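The human miR-21 probe of LC Sciences gave a normalized signal of 37838 ± 7015 (SD, n = 3) in blastema and 3205 ± 1045 (SD, n = 3) in stump, both far over the floor of 32. The human probe of Exiqon had a mean Hy3 level of 12.8 in blastema and 10.2 in stump (log2, background-corrected, then normalized by loess within arrays and by quantiles between arrays). These levels therefore include the effect of the loess. The probe was above every negative control probe on 3 of 3 arrays of each group.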

Given the high sequence conservation for microRNAs across species, the suspected sequence identity between the human and axolotl mature *miR-21* and the particularly good hybridization signal obtained when the axolotl RNA hybridized to the complementary human *miR-21* microarray probes, we attempted to use the *hsa-miR-21* digoxigenin (DIG) -labeled miRCURY Locked Nucleic Acid (LNA) detection probe (Exiqon; Woburn, MA) to perform non-isotopic Northern blot analysis of *miR-21* expression in axolotl blastema, stump and blood. When immobilized axolotl total RNA was hybridized with probes against *hsa-miR-21* and *hsa-U6* (control), discrete bands of approximately 20 nt and 116 nt (respectively) were detected in stump, blastema and blood axolotl tissues (inset on **Figure 3**). Although perfectly equal loading of samples could not be achieved, our result suggests that the axolotl *miR-21* (*Amex-miR-21*) is overexpressed in 17 dpa blastema tissues when compared to non-regenerating stump and blood tissues.

**Figure 3:**
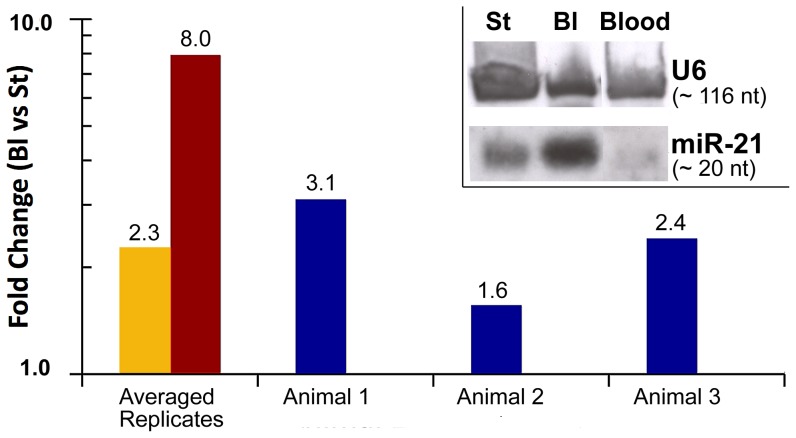
miR-21 expression in axolotl tissues. Quantitative PCR validates *miR-21* microarray results. Two first columns compare the averaged fold change between 17 dpa blastema (Bl) and stump (St) samples for LNA based qPCR assays (yellow bar), and for previous microarray data (red bar). Also, the individual fold changes between Bl and St for the three animals (biological replicates) are shown (blue bars). The relative *miR-21* expression was calculated based on the efficiency corrected ΔΔCt method and normalized with *miR-20a* and *miR-200b*. The y-axis is a log scale. A fold change >1 indicates upregulation in Bl compared to St samples [*p*≤0.03 (qPCR), *p*≤0.0001 (array); two-tailed *t-*test]. **Inset**, illustrates how non-isotopic Northern blot using digoxigenin-labeled LNAs against *hsa-miR21* and *hsa-U6* (control) are useful to detect the axolotl versions of these small RNAs. The axolotl *miR-21* (*Amex-miR-21*) is detected as a band of ∼20 nt which is over expressed in blastema when compared with stump and blood samples.

To further validate quantitatively the axolotl microarray and Northern blot data for *miR-21* expression, we used the miRCURY LNA real-time PCR microRNA System (Exiqon). 

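miR-20a, of the miR-17-92 cluster, did not differ detectably on Exiqon, with log2 differences of -0.04 (95% interval -0.34 to 0.25) and 0.08 (-0.23 to 0.39) for its human and mouse probes. miR-200b, an epithelial miRNA, was at -0.17 (-0.41 to 0.07) and -0.21 (-0.46 to 0.03). Under median centring miR-200b was lower in blastema by both probes (-1.05 and -1.09, adjusted p = 0.00154 and 0.0012 from limma), and under a loess fitted to the spike-in controls, chosen after seeing the data, so was a miR-20a probe (-0.86, adjusted p = 0.0383). Neither miRNA was called on Exiqon when adjusted over the list alone. On LC Sciences the 9 probes of miR-200b lay between -0.02 and 0.28, and none was called. The zebrafish and human probes of miR-20a were higher in blastema (0.87, adjusted p = 0.0239, and 0.76, adjusted p = 0.0492), the human probe not with the animal as a block (adjusted p = 0.0588) or quantile normalization (adjusted p = 0.123), and neither under median centring (adjusted p = 0.0535 and 0.0962). Its signals were near the floor, at 29.7 to 71.7 for these probes, with 1 stump sample of each at the floor. U6 snRNA, a small nuclear RNA, was higher by 0.79 (standard error 0.12, adjusted p = 0.0012) with 1 probe and 0.34 (adjusted p = 0.0655) with another on Exiqon (2 when adjusted over the list alone), and turned to -0.53 and -0.57 under median centring and to -0.74 and -0.80 under the loess on spike-in controls.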

Five putative microRNA endogenous controls were selected from the previous microarray microRNA data. After analyzing their stability using the SLqPCR R-package [43], two of them (*miR-20a* and *miR-200b*) were chosen as endogenous controls for normalization of the efficiency corrected expression data for *miR-21*. Quantitative PCR assays (**Figure 3**) with three biological replicates and four technical replicates validated the previous microarray data and once again demonstrated that *miR-21* is significantly upregulated in 17 dpa blastema tissues when compared with stump tissues.

Among the many predicted targets for *miR-21* reported in the Targetscan 5.1 database [44], [45], *Jagged 1* (*JAG1*) is attractive because of its previously assigned roles in embryonic [46] and limb development [47]. Also, the single recognition site for *miR-21* present in the 3′-UTR of *Jagged1* was previously shown to be targeted by *miR-21* during monocyte-derived dendritic cell differentiation [48]. *JAG1* is a Notch ligand and an evolutionarily conserved target of the WNT/beta-catenin signaling pathway [49]. Given the embryonic lethality of mice homozygous for *Jagged1* loss of function and the essential role of *Jagged1* in remodeling of the embryonic vasculature, an analysis of limb patterning defects in *Jagged1* knockout mice is not possible [46]. While compelling data indicates that *Jagged1* does not participate in early limb pre-patterning events, it is believed to be involved in anterior–posterior axis formation. During limb development, *Jagged1* expression requires a synergistic effect of signals (e.g., Fgfs) emanating from the apical ectodermal ridge (AER) and it is induced by *Shh* signaling via *Gli3* derepression [47]. In 37-day human embryos, *Jagged1* expression has been detected in the distal mesenchyme of limb buds, and mutations in the human *Jagged1* cause the autosomal dominant disorder Alagille syndrome, which affects mainly the liver, heart, vertebrae, eyes and face [50]. Human *JAG1* is expressed in embryonic stem cells, neural tissues, lung carcinoid, gastric cancer, pancreatic cancer, colon cancer, and also in squamous cell carcinoma of the skin, oral cavity, esophagus, head and neck. *JAG1* expression in progenitor cells due to canonical WNT signaling activation induces self-renewal of stem cells via Notch signaling activation. *JAG1*, functioning as WNT-dependent Notch signaling activator, is the key molecule maintaining the homeostasis of stem and progenitor cells [49].

To determine if the *A. mexicanum Jagged1* (*Amex-Jag1*) gene contains a possible miR-21 target sequence, we cloned the full length 3′-UTR (1,464 bp) of the *Amex-Jag1* gene and submitted its sequence to the dbEST database [accession number: JF907581]. The 3′ UTR of the human and axolotl *Jagged1* are very similar in their full length (75% nucleotide identity). Also, as seen in **Figure 4.A**, the single *miR-21* recognition site present in the 3′-UTR of *Amex-Jag1* is almost identical (only one nucleotide difference) to the single *miR-21* recognition site present in the 3′-UTR of human *Jag1* [accession number: NM_000214], with both having perfect complementarity to the seed region of *miR-21*.

**Figure 4:**
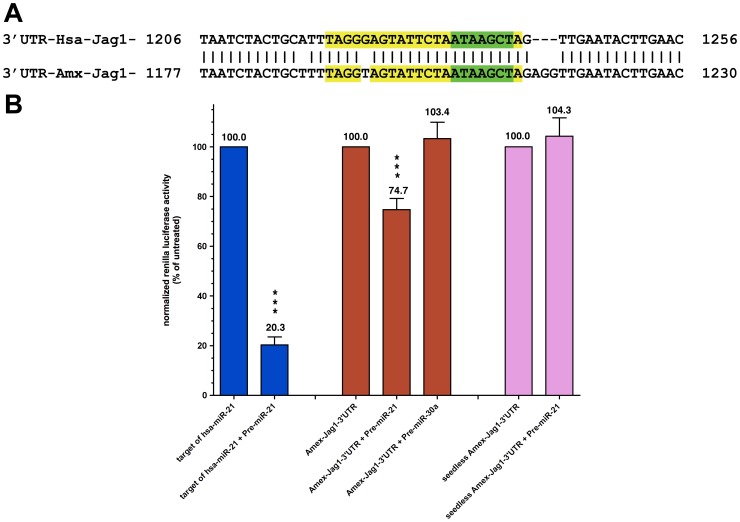
Jagged1 as a putative target of Amex-miR-21. A. Comparison between the human and axolotl miR-21 target sites in their Jagged1 genes. Nucleotide alignment of the *miR-21* target site-containing region present in the 3′-UTR of the human *Jagged1* (*Hsa-Jag1*, NM_000214) and the axolotl *Jagged1* (*Amx-Jag1*, JF907581). The 22 bases comprising the target site for *miR-21* are in yellow except for the 7 bases complementary to the *miR-21* seed region (green color). Vertical bars (|) denote nucleotide identities between the two sequences. The numbers at both sides of the alignment are the nucleotide position on each 3′-UTR. B. *In vitro* luciferase assays testing the effect of *miR-21* on the 3′-UTR of *Amex-Jag1 in axolotl cells*. Results are expressed as percent of co-reporter-normalized *Renilla* activity against reference vectors. Bars denote standard error of mean of the amount of independent assays. Student *t-*test was done and the obtained *p-*values determined that the *Target of Hsa-miR-21* is a good positive control as biosensor for the activity of this microRNA (*p*≤0.005; two-tailed *t-*test). These results suggest that *Amex-Jag1* may in fact be a target for *miR-21* because significant differences were found in the *Renilla* signal recorded from cells electroporated with only the vector containing the 3′-UTR of *Amex-Jag1*, versus the cells that were also electroporated with Pre-miR-21 *** (p≤0.005) but not Pre-miR30a. When the latter experiment was repeated with the mutant, *seedless*-*Amex-Jag1-*3′-UTR, any sensitivity to exogenous *miR-21* was lost.

In order to test if *Amex-Jag1* is a target of *miR-21* during axolotl limb regeneration, the full length of the 3′-UTR of *Amex-Jag1* was inserted into the psiCHECK-2 vector (Promega, Madison, WI), which is a dual Firefly/*Renilla* luciferase reporter vector. Other vectors used in the luciferase assays included a biosensor containing just the human target site for *miR-21* (22 nt) and a seedless mutant of the Amex-Jag1-3′UTR vector lacking the 7 nt seed recognition site (green nucleotides in **Figure 4.A**).

All of our assays were performed on AL-1 cells, which are an axolotl dermal fibroblast line [21]. It has been shown that *miR-21* levels can be increased *in vitro* by transfecting miRNA mimics known commercially as Pre-miRs [51], [52]. Pre-miRs are small, chemically modified double-stranded RNA molecules designed to mimic endogenous mature miRNA molecules [53]. As seen in **Figure 4.B**, electroporation of AL-1 cells with Pre-miR-21 suppresses by nearly 80%. the activity of the *Renilla* luciferase reporter containing the known target of *hsa-miR-21* (blue bars), thereby validating the assay system. Interestingly, electroporation with Pre-miR-21 also suppresses the levels of *Renilla* luciferase that incorporates *Amex-Jag1* 3′UTR into the transcript (red bars), albeit to a lesser extent – about 25% inhibition (*p*≤0.005; two-tailed *t* test). A similar statistically significant decrease in luciferase activity (∼20%) was recently reported when the *hsa-Jag1* 3′UTR was proven to be targeted by *hsa-miR-21* [48]. This miRNA-mediated suppression via the Amex-Jag1 3′UTR is specific for miR-21, as electroporation with the structurally unrelated Pre-miR-30a fails to inhibit reporter activity. Furthermore, sensitivity to miR-21 is lost in the variant Amex-Jag1 3′UTR reporter lacking the miR-21 seed sequence (pink bars). Taken together, the reporter data clearly demonstrate that the miR-21 target sequence found in the 3′UTR of Amex-Jag1 is specifically recognized by miR-21 and that such an interaction results in a reduction in gene expression, as it does in humans.

If *Amex-Jag1* is in fact being targeted by *miR-21* during limb regeneration, we would expect to see reduced expression of the Jag1 protein in mid-bud blastemas where *miR-21* is upregulated, and higher Jag1 expression in the stump region. As shown in **Figure 5**, Jag1 is expressed especially in epidermal cells both in mature and regenerating epidermis. However, Jag1-expressing cells are significantly more abundant proximal to the animal body. Although **Figure 5** might suggest that Jag-1 is expressed significantly more on the right side compared to the left side in regenerating limbs, in fact, we have seen regenerating limbs with slightly higher Jag-1 expression on the right side, on the left side, and evenly distributed between both sides. Independent of which side of the stump shows higher Jag-1 expression, this Jag-1 immunoreactivity is always significantly higher in stump when compared to blastema tissue as shown in **Figure 5**. Weaker immunoreactivity was also observed scattered in the stump mesenchyme. Jag1 immunoreactivity is completely absent in control sections.

**Figure 5:**
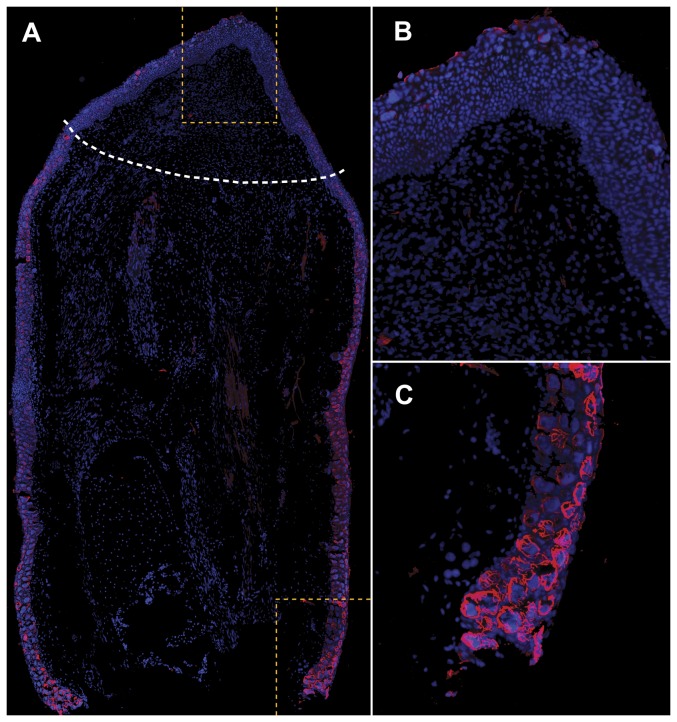
Amex-Jag1 expression in regenerating axolotl limb. Longitudinal tissue section of a 17 dpa regenerating limb immunostained with human Jagged1 antibody. **A.** Higher Jagged1 immunoreactivity (red) is detected in the stump tissue proximal to the animal body (down) than in the mid-bud blastema area (up). White dashed line indicates amputation plane. **B.** A magnification of the blastema area enclosed in yellow dashes shows how Jag1 immunoreactivity is scarce in mid-bud blastema. **C.** Strong Jag1 immunoreactivity is detected in the membrane of epidermal cells in non-regenerating stump. Cell nuclei have been stained with DAPI (blue) present in the mounting media.

Our analyses provided valuable, albeit limited, information about how the differential expression of miRNAs might be regulating gene expression during mid-bud blastema limb regeneration. However, profiling more time-points during limb regeneration is necessary in order to visualize the dynamics of the miRNA expression through the regeneration stages of wound closure, blastema formation and growth, early and late palette stages, as well as initiation of digit formation to completion of paw and limb regrowth. It is expected that as in other systems we will see stage-specific miRNA expression patterns.

We present a snapshot of the miRNA expression during a specific stage in the process of salamander limb regeneration. We demonstrated that *Amex-miR-21* is over-expressed in mid-bud blastemas and directly targets *Amex-Jag1* via the single *miR-21* target site present in its 3′-UTR, which is highly conserved. The functional significance of the pairing between *miR-21* and *Jag1* during limb regeneration has yet to be addressed. *In vivo* assays in which the expression and activity of either (or each) member of this couple is perturbed should provide answers. In the meantime, it is tempting to speculate that in the same way that *Hsa-Jag1* has been shown to be targeted by *Hsa-miR21* during monocyte-derived dendritic cell differentiation [48]; *Amex-Jag1* is being targeted by *Amex-miR-21* during mid-bud blastema limb regeneration. A unifying aspect of these two processes is the transition from a proliferative undifferentiated cell state to a differentiated stage when important cell fate commitments are being determined. We anticipate that inhibition of *Amex-miR-21* by exogenous antiMirs, or the addition of *JAG1*, could block blastemal cell differentiation in a functional manner. Thus, we hypothesize that *JAG1*, which in pathological contexts is found overexpressed in highly proliferative cells, is downregulated during limb regeneration by the highly expressed *miR-21* that targets its 3′-UTR recognition site. Therefore, proliferating blastemal cells previously under the influence of *JAG1* can become free to commit to their cell fate, as part of their transition to advanced regeneration stages (i.e., palette and digit stages).

## Materials and Methods

### Animals

All axolotls (*Ambystoma mexicanum*) were either bred at Yale University or obtained from the *Ambystoma* Genetic Stock Center at the University of Kentucky. Amputations and tissue collections were performed on animals measuring 10–15 cm from snout to tip of tail. Animals were anesthetized in 0.1% MS222 solution (Ethyl 3-aminobenzoate methanesulfonate salt, Sigma-Aldrich, St. Louis, MO, USA). Animal care and surgical procedures followed standard practices approved by the Yale University Institutional Animal Care and Use Committee (IACUC protocol number: 2011-10557).

### Cell culture

AL-1 cells were obtained from Stéphane Roy at the Université de Montréal and were cultured in Leibowitz L-15 medium which had been adjusted to 70% of its original osmolarity using autoclaved, filtered water. This amphibian osmolarity-adjusted basal medium was further supplemented with 10% fetal bovine serum, 10 µg/ml insulin and 1% penicillin-streptomycin (Invitrogen). Cells were maintained on gelatin-coated tissue culture plastic at a temperature of 25°C under normal atmospheric conditions.

### Microarray analysis of microRNAs

The hindlimbs of three white axolotls (medium to large animals) were amputated, and 0.5–1 cm long stump samples (including full thickness skin, bone, muscle, nerve fibers, etc) were collected under RNAse-free conditions and stored in RNAlater (Ambion, Foster City, CA) prior to RNA isolation. Seventeen days later (17 dpa, days-post-amputation), blastemas from the same animals were collected and stored in similar conditions than the stump tissues. Total RNA (including microRNAs) was collected from the samples using the mirVana miRNA Isolation Kit (Ambion). After running the RNA samples on a gel and confirming their integrity, 1.2 µg were sent to LC Sciences (Houston, TX) to be processed using their MicroRNA detection Microarray Service, and to be hybridized to a custom vertebrates chip (MRA-2001). This chip contained 3,918 selected vertebrate microRNAs (from human, opossum, Zebrafish, chicken, and frogs) based on the Sanger miRBase Release 12. Each probe was printed at least twice in the chip. An aliquot (5 µg) from the same total RNA isolation was sent to Exiqon Life Sciences (Woburn, MA) to be processed and hybridized to their All Species Array. This chip contained more than 2,000 captured probes complementary to microRNAs from vertebrates, invertebrates, plants and viruses reported in the mirBase v.9.2 database. It is important to note that each of these companies uses a different platform, and protocols to perform microarray analysis of microRNAs. Thus, while LC Sciences used *in situ* synthesized probes and μParaflo microfluidic chips to hybridize the RNA samples, Exiqon designed LNA probes that were later captured or attached to glass slides to be hybridized to the same axolotl RNA samples. Analysis of microarray datasets (QC assessments, background subtraction, Lowess normalization, and statistical tests) was also performed by LC Sciences and Exiqon according to their own standardized procedures. Upon receiving both datasets, differentially detected signal sets with *p*≤0.01 (LC Sciences), and *p*≤0.001 (Exiqon) were considered statistically significant to compensate for known differences in stringency criteria of detection call for each microarray platform [41].

### Expression analysis by Northern blot hybridization

For size determination of the axolotl *miR-21*, total RNA (including microRNAs) was collected from blastema and stump samples using the mirVana miRNA Isolation Kit (Ambion). Also, blood samples were collected from axolotls right after limb amputation using 10% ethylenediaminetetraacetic acid (EDTA) as anticoagulant. We followed the recommended alternate protocol to extract total RNA (including small RNAs) from nucleated red blood cells from aquatic animals using the RiboPure-Blood Kit (Ambion). All total RNA isolated from limb tissues and blood was treated with TurboDNAse (Ambion) following manufacture's recommendations, precipitated overnight at −80°C, washed and resuspended in 1× RNAsecure Resuspention solution (Ambion). For Northern Blots we followed published protocols [54], [55] with modifications as follows: ten micrograms of total RNA per sample were dissolved in Gel Loading Buffer II (Ambion), heated at 95°C for 5 min, loaded onto denaturing 15% TBE-Urea denaturing, SequaGel Sequencing gel (National Diagnostics, Atlanta, GA) along with a 10 bp DNA ladder (Invitrogen, Carlsbad, CA), and transferred to a Zeta Probe plus membrane (Bio-Rad, Hercules, CA). Membranes were equilibrated with 2× SSC and prehybridized at 42°C for 1 h in ULTRAhyb-Oligo buffer (Ambion). Prior to hybridization, miRCURY™ LNA detection probes were labeled using DIG Oligonucleotide Tailing Kit 2^nd^ Generation (Roche Applied Science, Indianapolis, IN). DIG-labeled LNA probes complementary to either *hsa-miR-21* or *hsa-U6* (loading control) were hybridized to the membranes overnight at 37°C in ULTRAhyb-Oligo buffer (Ambion). Following hybridization, the membranes were washed twice for 30 min in NorthernMax Low Stringency wash solution no. 1 (Ambion) at 42°C, rinsed for 5 min in 1× Wash Buffer from the DIG wash and Block Buffer Set (Roche), blocked for 1 h in 1× Blocking Solution (Roche), incubated for 1 h in antibody solution (Anti-DIG-AP 1∶10,000 in 1× Blocking solution, Roche), washed twice for 15 min in 1× Wash Buffer, equilibrated by rinsing twice for 5 min with 1× Detection Buffer (Roche). Then, following instructions from the DIG Luminescent Detection Kit (Roche), blots were incubated with the chemiluminescent substrate for alkaline phosphatase CSPD (Roche) and exposed to Amersham Hyperfilm ECL (GE Healthcare Life Sciences, Piscataway, NJ).

### Expression analysis by real-time RT-PCR

Total RNA (including microRNAs) was collected from a new set of 17 dpa blastema and stump samples (three biological replicates) using the mirVana miRNA Isolation Kit (Ambion). RNA quality and amount was assessed using the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) and the NanoDrop ND-1000 (NanoDrop Technologies, Wilmington, DE) respectively. MicroRNAs were converted into cDNA by reverse transcription using microRNA-specific primers and the miRCURY LNA First-strand cDNA Kit (Exiqon). Then, the cDNA was amplified by real-time PCR using the human miCURY™ LNA microRNA PCR system and miRCURY LNA SYBR Green Master Mix (Exiqon). The experiment was performed with *miR-21* and five putative microRNA endogenous controls chosen from the previous microarray microRNA profiling data. The stability of the endogenous controls was evaluated and the best two endogenous controls were selected using the SLqPCR R-package. For every endogenous control gene, the pair-wise variation with all other endogenous controls was determined as a gene stability measurement M. An M value below 1.5 is recommended and genes with expression stability above 1.5 were considered unstable across the samples and unsuitable for endogenous controls in this experiment [43]. Two of the endogenous control candidates (*miR-20a* and *miR-200b*) were considered acceptable and used for normalizing the quantified signal (Cp) of the microRNAs. We considered the Cp value for each sample as the median of at least three out of four technical replicates with a standard deviation (SD) less than 0.5. The PCR efficiency was estimated from a serial dilution of cDNA generated from pooled RNA of the samples for each assay. The Cp values were scaled to the average of all Cp values of the unknown samples (endogenous controls and *miR-21*) and corrected for assay-specific PCR efficiency. A normalization factor was calculated based on the geNorm algorithm for the endogenous controls. The relative expressions (fold changes) were calculated based on the efficiency corrected ΔΔCt method [56]. This method is based on the comparison of the distinct cycle differences between the test microRNA and the endogenous controls in a sample, and the average Cp values of all the unknown samples. All qPCR analyses were performed on three biological replicates, each of them being measured four times. Negative controls containing all reagents except template were included on each reaction plate.

### RACE cloning of the *Ambystoma mexicanum* 3′-UTR Jagged1 gene

The full length 3′-UTR (1,464 bp) of the *A. mexicanum Jagged1* (*Amex-Jag1*, accession number: JF907581) was cloned from axolotl stump cDNA using rapid amplification of cDNA ends (RACE) PCR [57]. RACE primers were designed by using partial preliminary axolotl sequence information that was obtained by aligning the human with the *Xenopus laevis* 3′-UTR of *Jagged1*, and finding BLAST matches with publicly available short 454-cDNA sequencing reads and expressed sequence tags (ESTs) from axolotl deposited in the Sal-Site at http://www.ambystoma.org [58], [59]. All sequence reactions were performed by the DNA Analysis Facility on Science Hill at Yale University.

### Construction of luciferase reported vectors

PCR amplified *Amex-Jag1* 3′-UTR of confirmed sequence, containing one *miR-21* target site, was cloned into the XhoI-NotI restriction sites of the psiCHECK-2 vector (Promega, Madison, WI). This vector has been widely used to examine the effect of 3′-UTRs, such as miRNA target sequences, on gene expression. It contained a multiple cloning region downstream of the stop codon of an SV40 promoter-driven *Renilla* luciferase gene. Due to the nominal activation of SV40 in amphibian cells (unpublished observation), we modified the psiCHECK-2 vector by substituting in a CMV promoter in its place. This allowed for strong expression of a *Renilla* transcript with the *Amex-Jag1* 3′-UTR sequence in transfected amphibian cells. *Renilla* luciferase activity was then used as a reporter to assess the effect of the 3′-UTR on transcript stability and translation efficiency in the presence/absence of *miR-21*. psiCHECK-2 also contains a constitutively expressed firefly luciferase gene to normalize transfections, thereby eliminating the need to transfect a separate co-reporter. In addition to psiCHECK-2 vector containing the *Amex-Jag1* 3′-UTR, we constructed a biosensor containing only the 22 nut target site for the human *miR-21*. This miR-21 biosensor was made by aligning sense and anti-sense oligonucleotides containing the *Hsa-miR-21* target sequence and 5′-XhoI and 3′-NotI overhangs for cloning into the respective sites in the psiCHECK-2 vector downstream of the *Renilla* luciferase gene (sense oligo: 5′- tcgagTCAACATCAGTCTGATAAGCTAgc -3′; antisense oligo: 5′- ggccgcTAGCTTATCAGACTGATGTTGAc). Moreover, seedless mutants (lacking the 7 nut complementary to the *miR-21* seed) of the psiCHECK-2*-Amex-Jag1_*3′-UTR vector and the psiCHECK-2*-Target-of-Hsa-miR-21* vector, were generated via site-directed mutagenesis using the QuikChange II site-directed mutagenesis kit (Agilent Technologies, Santa Clara, CA). The sequence of each of the vectors used for luciferase assays was carefully confirmed at least twice before performing the actual assays.

### Transfections and luciferase assays

AL-1 axolotl dermal fibroblasts were a gift from Stéphane Roy (Université de Montréal). The cells were electroporated with the luciferase vectors and Pre-miRs as noted in **Figure 4.B** using an Amaxa nucleofector device (Lonza - Basel, Switzerland). AL-1 cells (200,000 per test condition) were pulse-electroporated in a 100 µl reaction volume with 2 µg psiCHECK-2 plasmids containing different biosensors of miRNA activity and then plated out into 5 ml of culture medium; where noted, 2 nmol of Pre-miR (mimics of miRNAs) were also added to the electroporation reactions. Additionally, a small amount (∼20 ng) of an unrelated vector expressing a red fluorescent protein was co-transfected on each well to serve as visual assessment of transfection success (typically 60 to 80%). The cells were assayed for luciferase activity 48 h post transfection using the Dual-Glo Luciferase Assay System following manufacture's protocol (Promega, Madison, WI). Luminescence levels were measured using a Wallac Victor^2^ 1420 Multilabel Counter (Perkin Elmer, Waltham, MA). The *Renilla* reporter data was normalized to the Firefly co-reporter data and the ratios analyzed as percentage of activity in relation with their respective control (e.g., *Amex-miR-21* vs. *Amex-miR-21*+Pre-miR-21).

### Immunohistochemistry

Regenerating limbs at 17 dpa were collected and fixed in 4% paraformaldehyde containing 5% sucrose overnight at 4°C. Tissues were rinsed three times for 15 min each in 0.8× PBS and left for 2–3 days rocking at 4°C in decalcifying solution (18% EDTA in 0.8× PBS, 0.07% glycerol, 5% sucrose). Decalcified limbs were transferred to a 30% sucrose/0.8× PBS solution and left rocking overnight at 4°C. Next day, tissues were transferred to fresh sucrose solution and left at 4°C without rocking for 6 h or until the samples sunk to the bottom of the tubes. Samples were left overnight at 4°C without rocking in a 50∶50 degassed solution of 30% sucrose/0.8× PBS. Tissues were embedded in Optimal Cutting Temperature compound (OCT; Tissue Tek; Sakura Finetek, Torrance, CA), and cryostat sections (9 µm) were mounted in Superfrost Plus microscope slides (Erie Scientific, Portsmouth, NH). The indirect immunofluorescence method was followed [60]. Slides were air dried and blocked for 1 h in 1∶50 donkey normal serum (Santa Cruz Biotechnology, Santa Cruz, CA). After permeabilization in 0.5% Triton X-100 in PBS, and PBS washes, goat polyclonal primary antibody against human Jagged1 (sc-6011, Santa Cruz Biotechnology) was used at 1∶100 dilution and left in a humid chamber for 24 h at room temperature. Next day, slides were washed 3×15 min in PBS, and the secondary antibody, Alexa fluor 594 donkey anti-goat IgG (H+L) (Invitrogen) was administered in a 1∶50 dilution and left for 1 hr in a humid chamber. After 3×15 min washes in PBS, slides were mounted in VECTASHIELD HardSet mounting medium with DAPI (Vector Laboratories, Burlingame, CA). Negative controls included the use of normal serum as primary antibody in some slides, preincubation of the primary antibody with its corresponding blocking peptide (sc-6011P, Santa Cruz Biotechnology) for 2 h in order to neutralize the antibody before its addition to the sections. No Jagged1 immunoreactivity was detected in negative control slides. Dilution of serum and antibodies was done in RIA Buffer (0.05 M potassium phosphate buffer (pH 7.4) containing 0.5% BSA and 0.01% Na azide). Sections were examined in a Zeiss AxioImager M1 fluorescence microscope (Carl Zeiss MicroImaging, Thornwood, NY) equipped with a CCD camera (AxioCam MR3; Carl Zeiss). To obtain an image of the whole regenerating limb, photos of 21 overlapping fields of view were taken at 10× magnification, and the final image was manually reconstituted from its component overlapping images using Adobe Photoshop CS (Adobe Systems Inc, USA).

## Supporting Information

File S1 **MiRNA-microarray results obtained using the LC Sciences and Exiqon platforms.** Multiarray normalized data, fold changes and statistical tests are included. Probes targeting *miR-21* from different species being upregulated in salamander limb regenerating blastemas are highlighted.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

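Stump tissue and the 17 dpa mid-bud blastema of the same 3 animals (368, 369 and 378, taken as replicates 1, 2 and 3) were compared on 2 microarray platforms. Exiqon used 6 arrays, with the sample in Hy3 and a common reference pool in Hy5, and LC Sciences used 3 arrays that each held the blastema and the stump of 1 animal, with the dyes exchanged for animal 368. The deposited Exiqon scanner values are intensity per spot in each channel from ImaGene, with no background correction or normalization by the authors. The deposited Exiqon log median ratios are log2 of Hy3 over Hy5 after the authors' normexp correction and loess. The deposited LC Sciences signals are intensity on a linear scale, normalized by the company over the 6 samples. The deposited single value of LC Sciences per probe is log2 of stump over blastema of the group means. The p-value columns deposited by the authors hold unadjusted p-values of blastema against stump, for 304 Exiqon probes and 671 LC Sciences probes. The methods name Lowess for both companies, and the report headers of the LC Sciences arrays of animals 369 and 378 name a global normalization, so the method behind the LC Sciences signals is not settled here. Spot values before normalization were used for the array of animal 368 alone (3968 spots). Its background was 324.7 in the blastema channel (Cy3) and 45.4 in the stump channel (Cy5).

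Exiqon log ratios were computed from the mean spot signals with normexp (offset 10) and loess within arrays in limma 3.58.1 under R 4.3.3. Control spots had no weight in the loess. Spots with a poor or other flag were then dropped, and the remaining spots of a probe, of 4 printed, were averaged. Poor spots numbered 1584 on the blastema array and 1209 on the stump array of animal 368, against 186 to 214 on the other arrays. With flagged spots kept, 399 probes were called. Over 2567 values also present in the deposited log median ratios, the median absolute difference was 0.0095 and Pearson's r was 0.9995 (across values, which are not independent). The correlation between a blastema and a stump over probes was 0.39 to 0.64 for these log ratios (2004 probes) and -0.68 to -0.32 for the deposited ones (380 probes with 6 values). These ranges are over different sets of probes. They do not show a difference between the values, which were nearly equal where both were present. The medians of the deposited columns were -0.14 to -0.03 for Exiqon and -0.11 for LC Sciences. An Exiqon probe was kept where at least 50% of its spots were over the local background by 2 SD of the background on all 3 arrays of at least 1 group, which kept nearly all of the 2021 named probes, and 206 probe IDs without a name were left out. LC Sciences signals under 32 were set to 32, a probe was kept where it reached 32 in all 3 samples of at least 1 group, and 12 control reporters were left out. No Exiqon spot was saturated. The total normalized signal of an LC Sciences sample was 583766 to 719753, and the median of the kept probes 346.5 to 425. The number of arrays limits the precision.

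The groups were compared with lmFit and eBayes of limma without pairing, with p-values adjusted by Benjamini-Hochberg over the probes kept and a threshold of 0.05. A common animal was checked for by the correlation of blastema and stump after centring in each group, which was -0.03 to -0.02 for the same animal on Exiqon and -0.05 to 0.17 on LC Sciences. Probes of 1 name were averaged for lists and for the comparison of platforms. The 24 lists were miR-21, let-7 and miR-98, muscle miRNAs, miR-15, miR-16 and miR-195, miR-30, miR-130 and miR-301, epithelial miRNAs, miR-31, miR-17-92 and paralogues, miR-23/24/27, miR-99/100 and miR-125, Hox cluster miRNAs, miR-181, connective tissue and cartilage miRNAs, smooth muscle miRNAs, blood cell miRNAs, endothelial miRNAs, nerve miRNAs, miR-26, miR-193 and miR-365, miR-210, fragments of other RNAs, small RNA controls and qPCR reference miRNAs. Lists with at least 3 names kept were tested with camera (preset correlation 0.01, and an estimated correlation) and fry. The miRNAs named are those the paper names in its array results, the 10 names with the largest differences per platform among probes past the threshold with 1 direction in all animals (the probe of smallest p for each name), and up to 4 members of each list, and normalized values of many probes had been seen in File S1 when this rule was set. miR-19d, miR-22a and miR-210 in the comparison of platforms, miR-205a and single probes of other species were chosen after their values were seen. Overlaps were tested with Fisher's exact test, single probes with an exact permutation test, and the correlation of platforms with permutations.

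Alternatives covered the background correction, the normalization, the channel, the deposited ratios, the filters, the floor, the dye, the animal as a block, the methods' t-test and each replicate left out. The fit was tested on simulated data. Of 200 changed among 2004 Exiqon probes it recovered 72% at 1.5-fold, 98% at 2-fold and 100% at 4-fold and 8-fold, with 9 false calls. Of 100 changed among 500 LC Sciences probes it recovered 8% at 1.5-fold, 40% at 2-fold, 96% at 4-fold and 100% at 8-fold, with 1 false call. In 12 simulated lists on each platform the raised list was found and 0 others were called. The simulated lists were random probes with independent noise, so they cannot show how the list test behaves on related, correlated miRNAs. The values of 12 columns per sample were not used here.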

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

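The tests on the LC Sciences spike-in probes, on the spot values of animal 368 and on the lowest difference of miR-21 in a single animal, and the loess fitted to the spike-in controls, were chosen after the result was seen.

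Exiqon probes with no entry for a vertebrate miRNA are a signal that the paper does not analyse as a group. Of 947 such probes, 136 were called, 89 higher and 47 lower, against 277 of 1063 probes with a vertebrate entry (14.4% against 26.1%, two-sided Fisher's exact test, p = 7.84e-11). They were 56 of 402 plant probes, 44 of 359 invertebrate probes, 24 of 137 virus probes and 12 of 49 others, which are miRPlus probes without a species and probes of U6 snRNA and human snoRNAs. The exact test treats probes of related miRNAs as independent. Fewer of the probes without a vertebrate entry were over the negative controls on all arrays, 299 of 947 against 535 of 1063. Of these brighter probes, 92 of 299 were called, against 235 of 535 with a vertebrate entry. Examples chosen after their values were seen are the planarian miR-31a (2.26 on the log2 scale) and an insect miR-1 probe (-2.95), which share names with called vertebrate miRNAs. The direction depended on the scaling, with 27 higher and 48 lower under median centring (75 called), and 12 higher and 49 lower under the loess fitted to the spike-in controls (61 called). Without animal 378, 68 were called.

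miR-31 is not discussed by the paper. Its frog probe on LC Sciences was higher in blastema by 3.78 on the log2 scale, and higher in 3 of 3 animals. In the same normalized signals the spike-in probes were higher by 2.91, so the size for miR-31 carries the same limit as that of miR-21 below. No technical or biological explanation was tested for it.

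The perfect-match spike-in probes of LC Sciences are controls that the paper does not report on. In the normalized signals they were higher in blastema by 2.91 on the log2 scale (2.48, 3.32 and 2.93 in animals 368, 369 and 378), and in the spot values of animal 368 they were at -0.20. The size of the miR-21 difference on LC Sciences may therefore include a part added by the company's normalization, since equal additions of spike-in would stay near 0 and they were at 2.91. More miR-21 in blastema RNA remains beside it, as the human probe was higher by 1.82, and the 2 zebrafish probes by 4.87 and 4.97, relative to the spike-in probes in the spot values of animal 368, the only array with such values used here. The paper also reports more miR-21 in blastema by quantitative PCR on new samples and, with loading not fully equal, by Northern blot. What stays open here is the size of the difference on these arrays.

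On Exiqon the size of the miR-21 difference depends on the loess. The 4 spike-in probes near the human miR-21 probe in brightness were higher in blastema by a median of 1.17 after loess, so that the loess may have widened the difference. Bright muscle probes are argued against as what set the curve, because leaving them out of the loess removed 12.1% of the gap between loess and median centring. More miR-21 in blastema RNA also remains, as the human probe was higher by at least 1.35 in each animal under every normalization tried. The normalization and the biology are not exclusive, and their shares were not separated.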

How the results depend on the processing

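The loess on spike-in controls, the loess without the muscle list, the filter on negative controls, the filter on probes with a deposited p, the kept poor spots, the tests on deposited tables with the methods' t-test, and the changes of normalization for the comparison of platforms were chosen after seeing the data. The lists have no value under the methods' t-test, which camera does not use.

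The human miR-21 probe on Exiqon stayed higher and past the threshold in 18 of 18 alternatives (3.26-fold to 10.6-fold, adjusted p 3.48e-06 to 0.0181), as did miR-21 on LC Sciences in 11 of 12 (14.8-fold to 24.0-fold, adjusted p 0.000584 to 0.0621), the exception being no filter on dim probes (17.8-fold, adjusted p = 0.0621), where 1974 probes are tested. miR-195, miR-499 and let-7g were called in all 18 alternatives on Exiqon, and 2 or 3 of them in the 12 on LC Sciences. The groups separated in all 5 alternatives for clustering.

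With median centring in place of loess, U6-snRNA-2 (-0.53), miR-365 (-0.24), miR-23a (-0.59) and miR-720 (-0.78) reversed on Exiqon, 1 of miR-20a and miR-200b was called, and 75 probes without a vertebrate entry were called. With a loess fitted to the spike-in controls, U6-snRNA-2 (-0.74), miR-193b (-0.018), miR-365 (-0.48), miR-155 (-0.057), miR-23a (-0.82) and miR-720 (-0.99) reversed, both miR-20a and miR-200b (2) and 61 probes without a vertebrate entry were called, and the correlation of the platforms was 0.65. The cause was not tested.

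The authors' deposited log median ratios gave 8 called lists on Exiqon, where 13 were called. The probes with a deposited p gave 236 called probes, 25 without a vertebrate entry and 6 lists, with fewer probes tested. The deposited ratios with the methods' t-test gave 267 called probes. On LC Sciences the methods' t-test over the company's report gave 147 called probes. No filter on dim probes gave 79 called probes and 14 lists, where 6 were called, and a group mean of at least 500 gave 3 lists. Of miR-20a and miR-200b on LC Sciences, where 1 was called, 0 were called under median centring, no filter and a group mean of 500, and 2 under the methods' t-test. The study's thresholds with the methods' t-test gave 9 names on both platforms, where 57 were called. Apart from the different sets of probes, the cause was not tested.

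Without 1 replicate the called probes numbered 217 to 388 on Exiqon and 96 to 192 on LC Sciences, lists called 12 to 14 and 6 to 8, probes without a vertebrate entry 68 to 135, miR-20a and miR-200b on LC Sciences 0 to 1, and names called on both platforms 29 to 49. The fewest called probes were found without animal 378 on Exiqon and without animal 369 on LC Sciences, with fewer samples in each.

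With the animal as a block, 343 Exiqon and 231 LC Sciences probes were called and 55 names on both platforms, and the adjusted p of miR-21 was 0.000194 on Exiqon. Of the named miRNAs, miR-128 (adjusted p = 0.0759), miR-155 (0.071), miR-23a (0.0998) and the fish probe of miR-30a (0.0521) on Exiqon, and a let-7b probe (0.0556), miR-150 (0.0629) and the human miR-20a probe (0.0588) on LC Sciences, were no longer called, while miR-143 (0.041) and miR-451 (0.0226) on Exiqon were called. The block changed no other call of a named miRNA or list.

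On Exiqon most probes lie near the negative controls, and on LC Sciences most lie under the floor, which limits what dim probes can show.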

Differences from the paper's values

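The deposited ratios with the methods' t-test and the t-test over the probes of the company's report were chosen after seeing the values. For the alternatives below, the data examined are the deposited data other than File S1, which holds values from the same arrays.

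At the study's unadjusted threshold for Exiqon, 245 probes passed with limma, and the paper's value is 47. Of the alternatives set before the data were examined, none came within the paper's value, with 84 (the methods' t-test) to 288 (offset 50) probes, 95 without replicate 3 and 169 with the authors' deposited log median ratios. The deposited ratios with the methods' t-test, chosen after seeing the values, gave 56 and dropped 0 of the paper's 47 called probes. Of these 47, 44 passed here.

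At the study's threshold for LC Sciences, 194 probes passed with limma, and the paper's value is 72. Of the alternatives set before the data were examined, 1 came within 1.5 times the paper's value, without replicate 2, at 101, which kept 57 of the paper's 72 probes and dropped 15. The others gave 137 to 211, with 143 under the methods' t-test. The t-test over the probes of the company's report, chosen after seeing the values, gave 142. Of the paper's 72 probes, 69 passed here.

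At both of the study's thresholds, 43 names passed, and the paper's value is 4. None of the alternatives set before the data were examined came within the paper's value, with 9 (the methods' t-test) to 44 (quantile normalization on LC Sciences) names, and 14, 22 and 34 with a replicate left out. The p-values deposited by the authors themselves give 4 names.

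The paper states that miR-21 was the most consistently higher miRNA on both platforms. By p-value the best miR-21 probe ranked 1 of 2010 on Exiqon and 5 of 500 on LC Sciences. These ranks are over probes higher and lower in blastema alike, so they do not rank the higher miRNAs alone. By increase miR-21 ranked 1 on both, on LC Sciences with a zebrafish probe. The LC Sciences probes for human, chicken and opossum ranked 8 to 11 by increase, behind probes of miR-31.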

Other observations

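The rules for the explanations below were written before their results were seen. The loess fitted to the spike-in controls was chosen after the result was seen, and the rank tests were added beside the rule.

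Some lists belong to no statement of the paper. miR-26a and miR-26b were lower in blastema on both platforms (2 of 2 names, also when adjusted over the list alone), miR-26b by -1.28 on Exiqon and by -2.34 on LC Sciences. The nerve list had 2 of 10 names lower on Exiqon (2 when adjusted over the list alone, camera adjusted p = 0.0523), among them miR-338-3p at -1.45. Under median centring and under the loess on spike-in controls 1 was lower, and miR-128 was not called on Exiqon with the animal as a block. The only name of the list on LC Sciences, miR-128, was lower. Neither smooth muscle miRNA was called on Exiqon, although 1 of 2 was lower under median centring and under the loess on spike-in controls. With the animal as a block miR-143 was called there. On LC Sciences miR-145 was 2.74-fold higher (1 of 2 names, also when adjusted over the list alone). Of 8 miR-23/24/27 names, 2 were lower on Exiqon (1 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.0377, and adjusted p = 0.490 with an estimated correlation), and all 8 were lower under median centring (median -1.19) and under the loess on spike-in controls (median -1.51). On LC Sciences 2 rose and 4 fell, also when adjusted over the list alone (camera adjusted p = 0.272). The name miR-210 was lower on Exiqon and higher on LC Sciences, on each also when adjusted over the list alone.

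On Exiqon 3 of 8 Hox cluster names fell (3 when adjusted over the list alone, camera adjusted p = 0.0523, against 0.00522 under median centring and 0.00282 under the loess on spike-in controls, and adjusted p = 0.394 with an estimated correlation after loess). There 1 blood cell name rose, miR-223, and 1 fell, miR-142-5p (the same counts when adjusted over the list alone, camera adjusted p = 0.631). Under median centring and under the loess on spike-in controls 0 blood cell names rose and 2 fell. With the animal as a block miR-451 was called as well. In the miR-193 and miR-365 list on Exiqon 2 names rose and 1 fell (the same counts when adjusted over the list alone, camera adjusted p = 0.381), with a median of 0.56 that turns to -0.24 under median centring and -0.48 under the loess on spike-in controls. Of 4 fragments of other RNAs on Exiqon, miR-739 rose (2 when adjusted over the list alone, camera adjusted p = 0.0377, and adjusted p = 0.185 with an estimated correlation), and the list was not called under median centring (camera adjusted p = 0.785), where miR-720 turned to -0.78. On LC Sciences 3 of 13 connective tissue names fell (3 when adjusted over the list alone), as did 1 of 6 miR-30 names (0 when adjusted over the list alone) and 1 of 3 miR-130 and miR-301 names (1 when adjusted over the list alone), each with a camera adjusted p of 0.215. Of 7 miR-99/100 and miR-125 names none was called on LC Sciences (0 when adjusted over the list alone, camera adjusted p = 0.765), the endothelial miR-126 and the miR-31 and miR-21 lists were called there with 1 name each (also when adjusted over the list alone), and no small RNA control was kept. Of the qPCR reference miRNAs, 1 of 2 names was called on LC Sciences (1 when adjusted over the list alone).

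Other splits of the 6 samples into 3 and 3 are too few for a share under 0.05 (10 splits, of which 1, the real one, reached its own count). On Exiqon the real split gave 413 called probes and the highest other 0, and on LC Sciences 241 and 0. Every other split mixes blastema and stump, so that the difference of the groups enters its residual variance and lowers its count. The low counts of the other splits are therefore no support for the real one. Of the other splits, 3 part all animals as the real one does, and the rest keep both samples of an animal together.

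Probes of high GC content were higher in blastema on LC Sciences. A dye effect would turn the slope of animal 368, whose dyes were exchanged, and the slope was positive in all 3 animals, lowest at 0.57 (log2 difference per 10 points of GC). The company's normalization is argued against on the array of animal 368, where the slope was 0.76 (standard error 0.101) in the spot values. This is 1 array, whose channels differed in background, and the effect of that on the slope was not tested. GC-rich RNA that is not the named miRNA could give a steeper slope in probes with no frog or zebrafish entry, and the slopes differed by 0.17, within their errors (0.72, standard error 0.110, and 0.55, standard error 0.0949), so that this stays open. A difference in the miRNAs themselves between blastema and stump was not tested.

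Muscle miRNAs were lower in blastema on both platforms. Loss of muscle alone, with the other cell types kept in proportion, would move the epithelial and connective tissue lists alike, and their medians lay apart by 0.51 on Exiqon (-0.36 and -0.87, exact rank test, p = 0.000142) and 1.23 on LC Sciences (0.23 and -1.001, exact rank test, p = 0.0301). These rank tests treat names of related miRNAs, measured in the same animals, as independent. On Exiqon the medians lay closer under median centring (-1.10 and -1.34) and under the loess on spike-in controls (-1.36 and -1.71). As the Exiqon gap depends on the scaling and the spread of members exceeds the gap on LC Sciences (interquartile ranges 1.26 and 1.82), loss of muscle alone and other changes of the tissue cannot be told apart from these lists. Lower expression in muscle cells that remain is open as well and was not tested.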
